A study of Mus musculus with 15 samples.

How the data were processed

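The samples were fragments of villus epithelium cut by laser-capture microdissection, in which a focused laser frees a chosen piece of a tissue section, from the proximal jejunum of mice. The epithelium of each villus was divided along its length into 5 equal segments, called quintiles here, and each of 3 mice, named a, b and c in the labels, gave 1 library per quintile. The labels number the quintiles from 1 to 5 and were taken as given. They do not say which number is the tip. Libraries were made from polyA RNA with a full-length kit for very small inputs, per the labels' protocols, and no molecular identifiers are mentioned there.

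Each of the 15 deposited tables held 94896 mouse transcripts with a length, an effective length, an estimated count and a TPM value. The estimated counts were deposited by the authors as reads assigned to each transcript without normalization, per the file headers. In these counts, 63.21% of the nonzero values were not whole numbers. The TPM values, abundances scaled by effective length to a common total per library, were deposited by the authors beside the counts, per the file headers. The program, its version, the genome build, the annotation release and any filter were not stated in the labels or headers. Assignment of reads to transcripts by estimation can split the reads of related genes, so that counts of members of multigene families are less certain than those of single-copy genes. No 2 libraries had equal counts for more than 10.72% of transcripts, so each was kept as a separate sample.

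Transcripts were matched by identifier to genes of GENCODE mouse release 21 (GRCm38), the reference used here for gene names and coordinates, which need not be the release the authors used. A gene was found for 98.86% of transcripts. These held between 99.58% and 99.69% of the counts of each library, and 1082 transcripts had no gene in the reference. Estimated counts were summed over the transcripts of each of 20788 genes and rounded to whole numbers. Mitochondrially encoded genes, Slc7a8, Slc3a1, Olfm4, Acta2 and Myh11 were not analysed here.

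Gene counts were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test, with TMM normalization and its filterByExpr filter on low counts at default settings (a minimum count of 10 and a minimum total of 15), which kept 11493 genes. All 15 libraries entered 1 fit with 5 group means, so that the quintiles shared an estimate of the spread. Contrasts tested any difference among the quintiles (an F test), the linear slope in log2 units per quintile, quintile 5 against quintile 1, each of the 4 pairs of neighbouring quintiles, and the mean of quintiles 2, 3 and 4 against that of quintiles 1 and 5 (the interior contrast). P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors were derived from each estimate and its F statistic. All tests were two-sided.

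The pairing of libraries comes from the labels, which give the mouse of each library. The fit without the mouse was set as the main one and the fit with the mouse as a block as its alternative before the data were examined. So were the gene panels, the other alternatives except those listed as added, and the rule for the genes to name. The rule took the 5 genes with the largest slope in each direction among those past the threshold, with a mean CPM of at least 10 and a slope of the same sign in all 3 mice. It also took panel genes past the threshold in the linear or interior contrast, at most 6 per panel, and up to 3 genes with the largest interior contrast past the threshold, of which there were none.

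Panels were 7 short lists of genes for functions of enterocytes, the absorptive cells of the villus, and 11 lists of markers of other cell types. The score of a panel in a library was the mean over its genes of log2(TMM-normalized CPM + 1), and its slope was the mean of the slopes in the 3 mice. The slope was tested by an exact permutation test over all 1728000 arrangements of the quintiles within mice, adjusted by Benjamini-Hochberg over the 18 panels. Scores were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

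The alternatives tried were the mouse as a block; DESeq2 1.42.0 with its size factors; no scaling beyond library size; upper-quartile normalization; no filter; a mean CPM of at least 10; limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1); counts scaled by transcript length; tests at the transcript level; fits of only the quintiles compared; a threshold of 0.01; and leaving out each mouse. Panels were also scored with a pseudocount of 0.1, from the TPM values, without scaling, with each gene scaled to unit variance, and permuted without regard to the mouse. Alternatives added after the data had been seen were a covariate for background, without and with the block, subtraction of a background in proportion to transcript length at either of the rates given below, without and with the block, thinning of every library to the smallest total, without and with the block, corrections for GC content and for transcript length (medians of 20 bins of genes) with the block, and leaving out the genes that held over 1% of the counts of any library.

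Background was measured as the percent of a library's gene counts in 1464 chemosensory receptor genes (olfactory, vomeronasal and taste receptors). For the subtraction, a rate per base was estimated from these genes in each library. The first version used their median rate, which was 0 in 4 libraries. After its result had been seen it was replaced by the pooled rate without the 5% of these genes with the most counts, and results of both versions are given.

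The edgeR fit without the block was tried on simulated counts with the means and library sizes of the real data. In these, 200 genes were given a known slope, no mouse effect was added, and spread followed abundance alone. The changed genes had a mean of at least 10 CPM. A slope of 1 was recovered for 165 of 200 genes (82.5%) with 10 false calls, a slope of 1.5 for 199 with 8 false calls, and a slope of 0.5 for 1 gene with 0 false calls. Panel scores were simulated apart from the counts, as independent normal values without depth or mouse effects. Among 100 such panels without a trend the permutation test passed an unadjusted p of 0.05 in 7.0%. Among 20 with a trend of 1.5 SD per quintile it passed in 100%. A trend that large says nothing of the power for weaker slopes.

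Total estimated counts ranged from 706066 to 3937931 per library, with a median of 1720662. The smallest abundance that 3 counts can show ranged from 0.762 to 4.249 CPM. Confidence intervals of shares of counts are 95% Wilson intervals. Intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.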

Results

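Gene expression was measured along the villus axis of the mouse proximal jejunum by RNA sequencing of microdissected epithelium. The 15 libraries comprised 5 quintiles of the villus axis with 3 mice in each. Total estimated counts were 2746643 ± 1451028 (SD, n = 3) in quintile 1, 1754743 ± 759058 in quintile 2, 1827043 ± 1093037 in quintile 3, 1474253 ± 257445 in quintile 4 and 1509370 ± 707045 in quintile 5. The deepest library, quintile 1 of mouse b with 3937931 counts, held 5.58 times the total of the shallowest, quintile 5 of mouse a with 706066 counts. The number of genes with at least 1 count ranged from 11957 (mouse a, quintile 2) to 17066 (mouse b, quintile 1). The 10 most abundant genes took between 12.8% of the counts (mouse c, quintile 2) and 44.99% (mouse b, quintile 4).

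Libraries of the same quintile were less alike toward the higher quintiles. The mean correlation of log2 values across genes between mice was 0.843 in quintile 1, 0.708 in quintile 2, 0.773 in quintile 3, 0.627 in quintile 4 and 0.585 in quintile 5. The first principal component held 35.2% of the variance and the second 8.7%. To check whether libraries of a mouse deviated together, the deviations from the quintile means were correlated across genes. The mean correlation was 0.203 over the 30 pairs of libraries from the same mouse and -0.101 over the 60 pairs that differed in both mouse and quintile. Deviations from a quintile mean sum to 0 over the mice, so the second value largely follows from the first and is no separate check.

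The first comparison asked which genes changed anywhere along the axis. Of 11493 genes tested, 127 varied among the 5 quintiles at an adjusted p under 0.05 in edgeR's F test. With the mouse as a block the number was 296, with a correlation of 0.203 between the deviations of libraries from the same mouse. At an unadjusted p under 0.05 there were 1904 genes, where 575 would be found by chance. Upward the count moved most under DESeq2, which called 1199 genes. Downward it moved most with a covariate for background reads in the fit with the block, which called 0 genes at the adjusted threshold and 899 at the unadjusted threshold. The 127 genes had their highest mean expression mostly in quintiles 1, 2 and 5: 39 in quintile 1, 36 in quintile 2, 2 in quintile 3, 15 in quintile 4 and 35 in quintile 5.

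The linear contrast asked which genes had a net rise or fall from quintile 1 to quintile 5. It does not require a steady change, and a jump in 1 quintile can pass it. At the adjusted threshold edgeR called 165 rising and 481 falling genes without the block, and 666 rising and 1147 falling genes with the mouse as a block (correlation within mice 0.203). The median slope of the tested genes was 0.02 log2 units per quintile. Falling genes had a median transcript length of 1770 bases, against 2919 in rising genes and 2841 in the other tested genes. DESeq2 called 1465 rising genes and 1051 falling genes. When mouse a was left out, 7 rising and 10 falling genes were called by edgeR.

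The rising gene with the largest slope was Clca4a (ENSMUSG00000068547, chromosome 3, 144952480 to 144975045, minus strand, GRCm38, GENCODE release 21), a protein-coding gene. It increased from 7.87 ± 11.04 CPM (SD, n = 3) in quintile 1 to 7009 ± 6115 CPM in quintile 5, a slope of 2.94 ± 0.39 (SE) log2 units per quintile with an edgeR adjusted p of 0.00059. Ada, the gene of adenosine deaminase (ENSMUSG00000017697, chromosome 2, 163726584 to 163750239, minus strand), increased from 14.1 ± 24.3 to 14270 ± 12400 CPM, with a slope of 2.77 ± 0.48 and an edgeR adjusted p of 0.00257. Slc28a2, the gene of a nucleoside transporter (ENSMUSG00000027219, chromosome 2, 122426477 to 122461137, plus strand), increased from 7.03 ± 10.2 to 2961 ± 2696 CPM, with a slope of 2.72 ± 0.40 and an edgeR adjusted p of 0.000922. Cldn4 (ENSMUSG00000047501, chromosome 5, 134945119 to 134946934, minus strand) increased from 0.41 ± 0.48 CPM, below the smallest abundance that 3 counts can show in any library, to 391.3 ± 312.3 CPM, with a slope of 2.70 ± 0.39 and an edgeR adjusted p of 0.00103. Slc23a4 (ENSMUSG00000029847, chromosome 6, 34945278 to 34988404, minus strand) increased from 5.90 ± 8.73 to 760.3 ± 701.4 CPM, with a slope of 2.35 ± 0.37 and an edgeR adjusted p of 0.00147. In quintile 5 mouse a was far below the other mice: Clca4a reached 275.5 CPM in mouse a, 8535 CPM in mouse b and 12218 CPM in mouse c. Each of the 5 genes had a positive slope in all 3 mice. With the mouse as a block their slopes lay between 2.43 and 2.94, and all 5 stayed past the threshold in edgeR (correlation within mice 0.203). Without mouse a Ada did not pass (edgeR adjusted p of 0.0716), while Clca4a, Slc28a2, Cldn4 and Slc23a4 did. Clca4a belongs to a family of related genes, whose reads could have been split in the estimation of counts.

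Gstm3 (ENSMUSG00000004038, chromosome 3, 107963696 to 107969283, minus strand, GRCm38), a glutathione S-transferase gene, had the largest negative slope. It decreased from 525.4 ± 112.5 CPM (SD, n = 3) in quintile 1 to 0.393 ± 0.681 CPM in quintile 5, a slope of -2.55 ± 0.30 (SE) with an edgeR adjusted p of 0.000158. Igha, the constant region of immunoglobulin A (ENSMUSG00000095079, chromosome 12, 113254830 to 113260236, minus strand), had a slope of -2.19 ± 0.40 with an edgeR adjusted p of 0.00387. It did not decrease evenly: quintile 2 held 12841 CPM in mouse b, 96.7 CPM in mouse a and 374.6 CPM in mouse c. The other 3 of the 5 genes named by slope had means of at most 103.3 CPM in any quintile. Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568, plus strand) had a slope of -2.22 ± 0.43 with an edgeR adjusted p of 0.00649. Barx2 (ENSMUSG00000032033, chromosome 9, 31846044 to 31913462, minus strand) had a slope of -2.18 ± 0.43 with an edgeR adjusted p of 0.00776. Mzt2 (ENSMUSG00000022671, chromosome 16, 15848441 to 15863369, minus strand) had a slope of -2.04 ± 0.52 with an edgeR adjusted p of 0.0284. None of these 3 genes had a count in quintile 5, where 3 counts correspond to between 1.473 and 4.249 CPM. In quintile 1 Mt2 had 104.1 CPM in mouse b, against 2.3 in mouse a and 5.6 in mouse c. Without mouse b its slope was -1.36. Mt2, Barx2 and Mzt2 did not pass without mouse a (edgeR adjusted p of 0.0695, 0.0913 and 0.129). They also did not pass without mouse b (edgeR adjusted p of 0.171, 0.0654 and 0.134). Mzt2 did not pass without mouse c either (edgeR adjusted p of 0.0797). With a covariate for background reads Barx2 and Mzt2 were no longer past the threshold in edgeR, with adjusted p of 0.0593 and 0.164. After both background subtractions without the block Barx2 passed and Mzt2 did not. With the mouse as a block the slopes of the 5 genes lay between -2.57 and -2.02, all past the threshold (correlation within mice 0.203). Gstm3, Mt2 and Igha have close relatives in the genome, with which reads could have been shared.

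**Figure D1:**
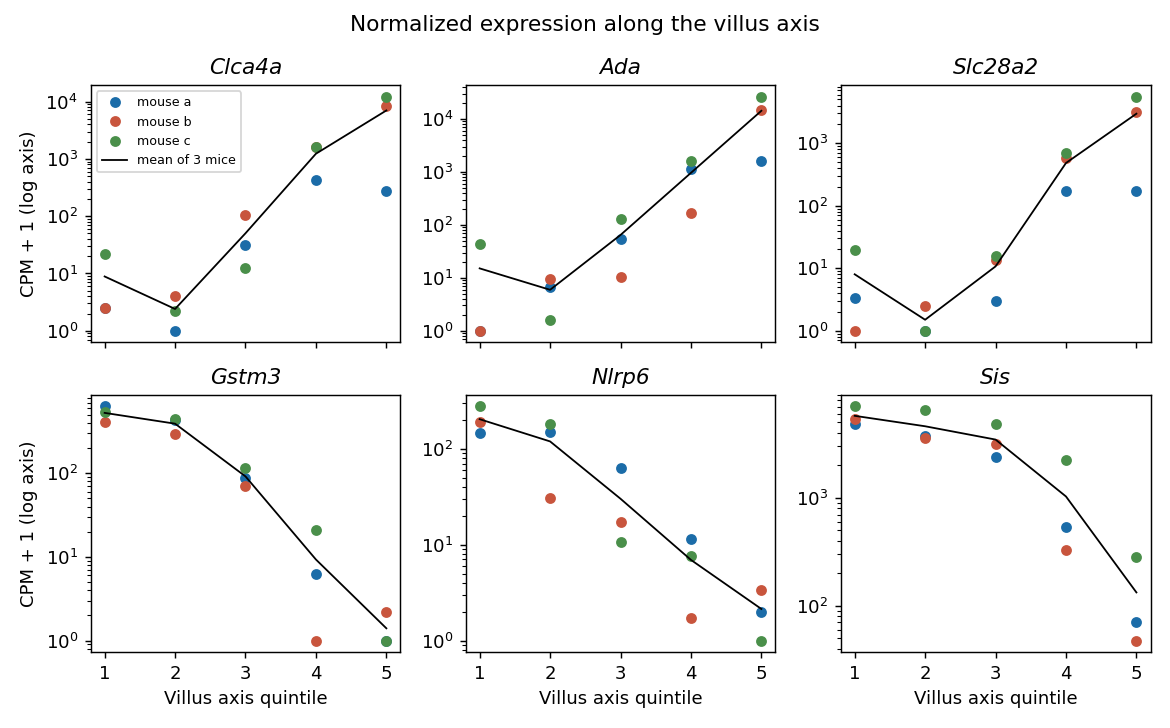
TMM-normalized expression (CPM + 1, log axis) of 6 genes against the villus axis quintile, with a point for each of the 3 mice and a line for their mean. Clca4a, Ada and Slc28a2 increased to means of 7009, 14270 and 2961 CPM in quintile 5, where mouse a was lowest, and Gstm3, Nlrp6 and Sis decreased from means of 525.4, 202.4 and 5751 CPM in quintile 1.

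The ends of the axis were compared directly to ask which genes differed between quintile 5 and quintile 1. Without the block edgeR called 34 genes higher and 127 genes lower in quintile 5, and with the mouse as a block 83 higher and 495 lower (correlation within mice 0.203). DESeq2 called 373 higher and 565 lower. Among the named genes the largest differences were 10.16 ± 1.65 log2 units (SE) in Cldn4, 10.07 ± 2.08 in Ada and -9.99 ± 1.37 in Gstm3, with edgeR adjusted p of 0.00756, 0.0224 and 0.00185. Cldn4 in quintile 1 (at most 0.9 CPM) and Gstm3 in quintile 5 (at most 1.2 CPM) lay below what 3 counts can show. Ada had 0 CPM in quintile 1 of mice a and b. The sizes of these differences and their order are therefore uncertain. Mzt2 had a difference of -8.93 ± 2.45, which did not pass the threshold (edgeR adjusted p of 0.0756). Slc3a2, Lypd8, Fos, Igkc and Jchain did not pass either (edgeR adjusted p of 0.166, 0.059, 0.115, 0.115 and 0.0921).

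Neighbouring quintiles were compared to ask where along the axis expression changed. In each of the 4 contrasts edgeR called 0 genes, without and with the mouse as a block (correlation within mice 0.203). At an unadjusted p under 0.05 there were 538 genes between quintiles 1 and 2, 488 between quintiles 2 and 3, 1040 between quintiles 3 and 4 and 768 between quintiles 4 and 5, where 575 would be found by chance. With the block the unadjusted numbers were 691, 555, 1687 and 800. Without a filter on low counts, edgeR called 6, 3, 31 and 21 genes in these contrasts, and DESeq2 called 6, 18, 49 and 23.

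The interior contrast asked which genes differed between the mean of quintiles 2, 3 and 4 and that of quintiles 1 and 5. A gene highest at 1 end can also have a large value, such as Cldn4 (-3.44) or Gstm3 (2.02). The contrast alone therefore does not show a peak or dip between the ends. At the adjusted threshold edgeR called 0 genes higher and 0 genes lower in the interior, without and with the mouse as a block (correlation within mice 0.203). At an unadjusted p under 0.05 there were 261 higher and 372 lower genes without the block, and 349 and 426 with it. DESeq2 called 14 higher and 17 lower genes.

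Functional panels asked whether groups of enterocyte genes moved together along the axis. With quintiles permuted within mice, 6 of the 7 functional panels passed the adjusted threshold. The purine metabolism panel increased by 2.11 ± 0.40 (SD over 3 mice) log2 units per quintile in its mean score (exact permutation test, adjusted p of 0.000146). The antimicrobial panel had a slope of -1.38 ± 0.33 (exact permutation test, adjusted p of 0.000146), and brush-border hydrolases one of -0.61 ± 0.33 (exact permutation test, adjusted p of 0.00443). The panel of immediate-early and Egfr signalling genes had a slope of 0.39 ± 0.16 (exact permutation test, adjusted p of 0.00112). Amino acid transport and sugar transport had slopes of -0.47 ± 0.38 and -0.45 ± 0.38 (exact permutation test, adjusted p of 0.0347 and 0.0433). In mouse c these slopes were only -0.04 and -0.01. Of 10000 random lists matched to the amino acid and sugar transport panels on mean expression, 11.96% and 21.76% had slopes as large, so that neither panel stood apart from genes of like abundance. Lipoprotein assembly had a slope of -0.04 ± 0.37 (exact permutation test, adjusted p of 0.831), with -0.36 in mouse a, -0.12 in mouse b and 0.36 in mouse c. With no block, permuting over all 15 libraries, the slope of sugar transport was unchanged at -0.45 and did not pass (adjusted p of 0.0621 by permutation), while amino acid transport lay at the threshold (0.05 by permutation). The correlation between deviations of libraries from the same mouse was 0.203.

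**Figure D2:**
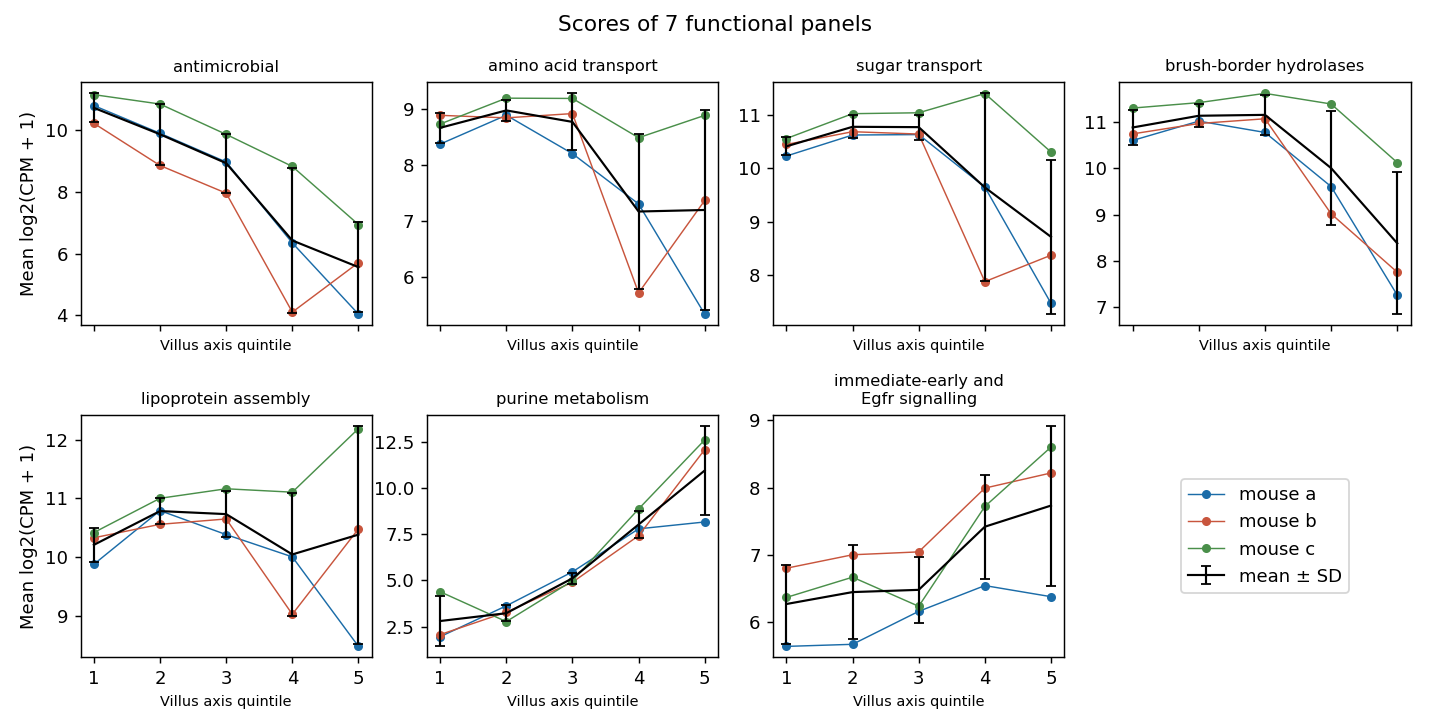
Mean log2(CPM + 1) of the genes in each of 7 functional panels against the villus axis quintile, with a coloured line per mouse and a black line with bars for the mean ± SD of 3 mice. Purine metabolism increased from a mean score of 2.80 in quintile 1 to 10.94 in quintile 5, the antimicrobial panel decreased from 10.73 to 5.56, and in lipoprotein assembly mouse c rose with a slope of 0.36 while mouse a had one of -0.36.

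Within the purine metabolism panel all 4 genes rose in edgeR. Besides Ada and Slc28a2 these were Nt5e (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092, plus strand), with a slope of 1.99 ± 0.34 (SE), and Enpp3 (ENSMUSG00000019989, chromosome 10, 24772406 to 24842823, minus strand), with a slope of 1.21 ± 0.23. Their edgeR adjusted p were 0.0024 and 0.00552. Nt5e was confined mainly to quintile 5, at 1570 ± 1302 CPM (SD, n = 3) against 12.9 ± 3.63 CPM in quintile 4, and in mouse a it reached 67.6 CPM in quintile 5. The mean of Enpp3 increased from 105.1 ± 104.6 through 196.9 ± 111.2, 568.2 ± 124.6 and 1396 ± 944.1 to 2615 ± 2031 CPM. Single mice departed from this order: mouse a had 832.5 CPM in quintile 4 and 350.1 CPM in quintile 5, and mouse c had 220.2 CPM in quintile 1 and 119.3 CPM in quintile 2. Of the immediate-early and Egfr signalling genes, Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273, plus strand) passed, with a slope of 0.59 ± 0.17 and an edgeR adjusted p of 0.0422. Its slope was 0.13 in mouse a against 0.71 and 0.69 in mice b and c, and after background subtraction at the pooled rate it had a slope of 0.65 and no longer passed (edgeR adjusted p of 0.057). It passed at the median rate (edgeR adjusted p of 0.0449) and with the background covariate, where its slope was 0.79 (edgeR adjusted p of 0.0207). It did not pass with counts scaled by transcript length (edgeR adjusted p of 0.059), nor when mouse a, b or c was left out (edgeR adjusted p of 0.136, 0.197 and 0.11). Enpp3 did not pass without mouse b (slope of 1.16, edgeR adjusted p of 0.0597). With the mouse as a block the slopes of Nt5e, Enpp3 and Fos were 2.03, 1.18 and 0.51, all past the threshold (correlation within mice 0.203). Counting Fos, 2 immediate-early and Egfr signalling genes rose with the block.

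All 8 antimicrobial genes had negative slopes, and 5 passed the threshold in edgeR without the block and 8 with it (correlation within mice 0.203). Nlrp6 (ENSMUSG00000038745, chromosome 7, 140920902 to 140929192, plus strand) decreased from 202.4 ± 67.0 CPM (SD, n = 3) in quintile 1 to 1.12 ± 1.18 CPM in quintile 5, with a slope of -1.91 ± 0.28 (SE) and an edgeR adjusted p of 0.000922. Reg3a (ENSMUSG00000079516, chromosome 6, 78380709 to 78383827, plus strand), Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840, plus strand), Lypd8 (ENSMUSG00000013643, chromosome 11, 58379043 to 58390728, plus strand) and Ccl25 (ENSMUSG00000023235, chromosome 8, 4325210 to 4360020, plus strand) had slopes of -1.72 ± 0.36, -1.37 ± 0.28, -1.15 ± 0.26 and -0.96 ± 0.22. Their edgeR adjusted p were 0.00979, 0.00957, 0.0161 and 0.0157. With a covariate for background reads, Reg3a, Lypd8 and Ccl25 kept negative slopes of -1.49, -0.70 and -0.61 but were no longer past the threshold in edgeR (adjusted p of 0.0536, 0.17 and 0.146). After both background subtractions all 3 passed. Without mouse a, Reg3a, Il18, Lypd8 and Ccl25 did not pass (edgeR adjusted p of 0.192, 0.153, 0.204 and 0.184), while Nlrp6 did (0.044). Ccl25 also did not pass without mouse b (edgeR adjusted p of 0.0846), and the slope of Reg3a was -2.97 without mouse c. Reg3a has close relatives in the genome, with which reads could have been shared.

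Sis, the gene of sucrase-isomaltase (ENSMUSG00000027790, chromosome 3, 72888557 to 72967863, minus strand), was the hydrolase gene past the threshold. It decreased from 5751 ± 1134 CPM (SD, n = 3) in quintile 1 to 1028 ± 1038 in quintile 4 and 131.8 ± 128.3 in quintile 5, with a slope of -1.31 ± 0.22 (SE) and an edgeR adjusted p of 0.00217. It did not pass without mouse a (slope of -1.23, edgeR adjusted p of 0.0831). Slc3a2 (ENSMUSG00000010095, chromosome 19, 8706882 to 8723369, minus strand) was the amino acid transport gene past the threshold, with a slope of -0.68 ± 0.18 and an edgeR adjusted p of 0.0304. It no longer passed after background subtraction at the pooled rate (edgeR adjusted p of 0.0755) or with the background covariate (0.164), and passed at the median rate (0.0484). Nor did it pass without mouse a or without mouse b (edgeR adjusted p of 0.322 and 0.145). The 3 sugar transport genes and the 7 lipoprotein genes did not pass without the block. With the mouse as a block (correlation within mice 0.203), Sis had a slope of -1.43 and Slc3a2 one of -0.73, both past the threshold. Counting these, 3 hydrolase genes, 2 amino acid transport genes, 1 sugar transport gene and 1 lipoprotein gene fell with the block.

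Marker panels of other cell types were scored to ask whether the fragments differed in their content of other cells. Of 11 such panels 2 passed the adjusted threshold. The plasma cell panel had a slope of -1.76 ± 0.33 (SD over 3 mice; exact permutation test, adjusted p of 0.00382), with mean scores of 8.39 ± 0.60, 9.17 ± 3.36, 7.66 ± 2.09, 3.43 ± 1.24 and 2.48 ± 1.58 in quintiles 1 to 5. Its genes Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966, plus strand) and Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891, minus strand) had slopes of -1.77 ± 0.38 and -1.56 ± 0.33 (SE). The edgeR adjusted p of both was 0.0113, and with the background covariate their slopes were -1.87 and -1.61 but neither passed in edgeR (0.0783 and 0.0763). After background subtraction at the pooled rate both passed (edgeR adjusted p of 0.0359 and 0.0236), as they did at the median rate. Without mouse a neither passed (edgeR adjusted p of 0.0716 and 0.075), and the plasma cell panel lay at the threshold (adjusted p of 0.05 by exact permutation). The stroma panel had a slope of 0.30 ± 0.07 (exact permutation test, adjusted p of 0.0013), but its scores stayed low, between 1.79 ± 0.18 in quintile 1 and 3.04 ± 0.18 in quintile 5. Of 10000 lists of chemosensory receptor genes matched on mean expression, 73.56% had a slope as large. Both panels also passed with no block (adjusted p of 0.00315 and 0.00204 by permutation), and with the mouse as a block Igkc and Jchain had slopes of -1.74 and -1.52 (correlation within mice 0.203). The other 9 cell-type panels did not pass, among them proliferation with a slope of 0.21 ± 0.21 (exact permutation test, adjusted p of 0.0671) and goblet cells with one of -0.29 ± 0.15 (exact permutation test, adjusted p of 0.242).

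No separate negative control was used here, and background was measured within each library as the share of gene counts in chemosensory receptor genes. The mean share was 1.69% ± 0.31 (SD, n = 3) in quintile 1, 1.67% ± 0.94 in quintile 2, 2.42% ± 1.49 in quintile 3, 5.53% ± 3.09 in quintile 4 and 6.02% ± 5.2 in quintile 5. The lowest share was 0.583% in quintile 2 of mouse c (95% Wilson interval 0.572% to 0.595%) and the highest 11.7% in quintile 5 of mouse a (11.7% to 11.8%). The slope of the log2 share was 0.46 ± 0.25 (SD over 3 mice) per quintile, with 0.74 in mouse a, 0.39 in mouse b and 0.25 in mouse c (exact permutation test within mice, two-sided p of 0.00163). Of the 431 receptor genes that were tested, 425 had a positive slope (98.6%), against 49.6% of the other tested genes. At the adjusted threshold of edgeR 12 of the 165 rising genes were receptor genes without the block and 107 of 666 with the mouse as a block (correlation within mice 0.203).

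**Figure D3:**
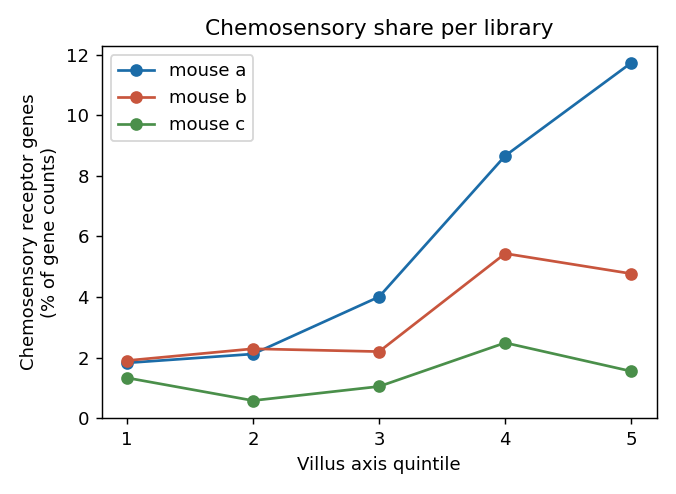
Percent of gene counts in chemosensory receptor genes in each library against the villus axis quintile, with a line per mouse. The share of mouse a reached 11.7% in quintile 5, that of mouse b 5.44% in quintile 4, and that of mouse c 2.49% in quintile 4.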

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

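The tests of the pattern in this part were chosen after the slopes had been seen, but before their own results.

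Transcripts without a gene in the reference did not enter any gene-level comparison. At the transcript level 129 of them could be tested, and 2 had a slope along the axis with an edgeR adjusted p under 0.05 (1.55%, against 0.66% of the matched transcripts). ENSMUST00000214148 had a slope of -2.23 ± 0.36 log2 units per quintile (SE; edgeR adjusted p of 0.0168), and ENSMUST00000217168 one of -1.29 ± 0.28 (edgeR adjusted p of 0.0453). Both were lower in quintile 5 than in quintile 1 in all 3 mice. The first went from 128.2 to 0 CPM in mouse a, from 21.5 to 0 in mouse b and from 63.5 to 0 in mouse c, where 3 counts correspond to at least 1.473 CPM. The second went from 178.3 to 3.5, from 87.3 to 0 and from 186.4 to 8.3 CPM. They drew attention because a signal appeared in data left out of the gene comparisons.

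Depth and background were tested as technical explanations. After every library had been thinned to the smallest total, 2 of the 2 transcripts stayed past the threshold, with slopes of -1.85 and -1.13 (edgeR adjusted p of 0.0168 and 0.0215), so that unequal depth did not account for the calls. With a covariate for background reads, 0 of the 2 stayed past it, with slopes of -2.06 and -1.04 (edgeR adjusted p of 0.0553 and 0.137). Both slopes stayed negative and near the -2.23 and -1.29 of the fit without the covariate. The lost calls alone therefore neither show nor rule out background reads as an explanation. In mouse c the background share was 1.33% in quintile 1 and 1.55% in quintile 5, while both transcripts fell. Between these it rose from 1.05% in quintile 3 to 2.49% in quintile 4. At that step the transcripts fell from 48.2 to 11.1 and from 153.6 to 25.9 CPM. From quintile 4 to quintile 5 the share fell, and both transcripts fell further. Dilution by a growing background share therefore did not account for the fall from quintile 1 to quintile 5 in that mouse. Reads shared with related transcripts were not tested, and the genes to which the 2 transcripts belong were not identified here.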

How the results depend on the processing

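The tests named in this part as covariates, subtractions, thinning, corrections for GC content or length, and leaving out abundant genes were chosen after the data had been seen, and the other alternatives before. In this part the order of numbers is varying, rising, falling, higher in quintile 5 and lower in quintile 5 unless stated. The main values were 127, 165, 481, 34 and 127 genes. Where a number changed by more than 1.5 times the cause was not tested, except where a value is given for it.

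With the mouse as a replicate block the numbers were 296, 666, 1147, 83 and 495. DESeq2 gave 1199, 1465, 1051, 373 and 565, with 6, 18, 49 and 23 genes between successive neighbouring quintiles and 14 higher and 17 lower in the interior. Without a filter on low counts there were 1181 varying and 413 rising genes, 123 higher and 281 lower in quintile 5, 6, 3, 31 and 21 between neighbours, and 7 higher and 16 lower in the interior. With a mean CPM of at least 10 there were 227 varying and 724 rising genes and 65 higher in quintile 5. Without scaling 300 genes rose, and with upper-quartile normalization 648. The median slope of all genes was 0.02 in the main setting, 0.11 with upper-quartile normalization, 0.12 with log2(TPM + 0.1), 0.17 without a filter and -0.15 after background subtraction (-0.26 with the block), those without a filter or after subtraction over other sets of genes. Rises under those settings are to be read relative to these medians.

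Limma on log2(TPM + 1) gave 260 rising genes, with 60 higher and 262 lower in quintile 5, and on log2(TPM + 0.1) it gave 213 lower. At the transcript level the numbers were 9, 15, 93, 0 and 3, where 603 transcripts were higher in quintile 5 at an unadjusted p under 0.05. Fitting only the quintiles compared gave 52 genes higher in quintile 5. At a threshold of 0.01 the numbers were 28, 21, 90, 4 and 17.

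The background covariate gave 47, 83, 88, 53 and 71. With the covariate and the replicate block the numbers were 0, 0, 0, 1 and 3, against 899 varying, 420 rising and 490 falling genes at an unadjusted p under 0.05. The covariate inflated the variance of a slope 4.28 times in that fit. Background subtraction gave 20, 29, 136, 7 and 30, and at the median rate 33, 76, 281, 11 and 42. With the replicate block the subtraction gave 22, 209, 545, 16 and 131, and at the median rate 103, 429, 895, 47 and 266. Thinning gave 521 rising genes, and with the replicate block 613, 840, 1020, 190 and 534, with 1 gene between quintiles 3 and 4. The GC correction with the replicate block gave 370, 689, 1055, 112 and 430, and the length correction with the block 387, 725, 909, 171 and 340. Without genes over 1% of any library, 323 genes rose.

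Across the 3 fits that each left out 1 mouse, varying genes ranged from 9 to 37, rising from 7 to 168, falling from 10 to 906, higher in quintile 5 from 0 to 15 and lower from 0 to 243. The lowest number of each came without mouse a, where 326 genes were higher and 655 lower in quintile 5 at an unadjusted p under 0.05. The varying genes highest in quintile 1 ranged from 2 to 21, in quintile 2 from 1 to 6, in quintile 3 from 0 to 1, in quintile 4 from 0 to 1 and in quintile 5 from 6 to 12. With TPM values 5 genes were highest in quintile 3.

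Among panels, amino acid transport had slopes from -0.69 to -0.33 across the fits that left out 1 mouse and sugar transport from -0.67 to -0.33, and neither passed without mouse a or without mouse b. From TPM values their slopes were -0.38 and -0.38, and neither passed. With no replicate block sugar transport kept its slope of -0.45 and did not pass. Hydrolases ranged from -0.80 to -0.52 with 1 mouse left out. They did not pass without mouse b and lay at the threshold without mouse a (adjusted p of 0.05 by exact permutation), as did the plasma cell panel, whose genes Igkc and Jchain then lost their calls (edgeR adjusted p of 0.0716 and 0.075). Lipoprotein assembly was 0.069 from TPM values and ranged from -0.24 to 0.12 with 1 mouse left out. Slopes also changed sign with 1 mouse left out in tuft cells (-0.059 to 0.26), lymphocytes (-0.15 to 0.23) and endothelium (-0.15 to 0.28). The antimicrobial, purine metabolism and immediate-early panels kept their direction and passed under each alternative run for panels, which were a pseudocount of 0.1, TPM values, no scaling, unit variance, no replicate block and leaving out each mouse. The corrections for background, depth, GC content and length were not run for panels. For cell-type panels 3 results became stronger, of which proliferation with no replicate block and smooth muscle without mouse a lay at the threshold (adjusted p of 0.05 by permutation). The other was red blood cells without mouse c, which passed with a slope of 0.668 (adjusted p of 0.0461 by exact permutation). In the main setting that slope was 0.318 and did not pass (adjusted p of 0.256 by exact permutation). Only 1 of the 4 red blood cell genes passed the filter on low counts, so neither value says much about cell content.

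The 22 named genes kept their direction under each alternative in which they were tested, and 60 of their values were no longer past the threshold. Of these 22 came from the covariate with the block, 13 from leaving out mouse a, 8 from the covariate without the block, 7 from leaving out mouse b and 3 from background subtraction at the pooled rate without the block. With the block both subtractions kept all of them except Mzt2 at the pooled rate (edgeR adjusted p of 0.0791). Libraries with few counts limit what can be seen of low genes: 3 counts correspond to 4.249 CPM in quintile 5 of mouse a. In simulated counts 1 of 200 genes with a slope of 0.5 was called, so slopes of that size can be missed in the edgeR fit without the block. The share missed in the real data may differ. The simulation had only 200 changed genes, no mouse effect and a spread that followed abundance alone.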

Other observations

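The tests of background (the covariate, both subtractions without and with the block, and the count of receptor genes among rising genes) and of the chemosensory share were chosen only after the results they bear on had been seen, while the splits of the libraries, thinning, the GC and length corrections, leaving out abundant genes and the matched lists were planned before their results. The first subtraction, at the median rate, was replaced by the pooled rate after its result had been seen. The comparison with other genes in the test of count against length, the reading of depth within each mouse, and the rule that a covariate which inflates the variance of a slope over 2 times decides nothing were added after the values had been seen.

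The share of counts in chemosensory receptor genes increased along the axis, and an exact permutation of quintiles within mice gave a two-sided p of 0.00163, with a positive slope in 3 of 3 mice. Across these genes within a library, counts followed transcript length with a median Spearman's rho of 0.633 over the 15 libraries, against 0.331 across the other genes, a difference of 0.303. Genes are not independent replicates, so these values are descriptive. The counts were not spread evenly: the 20 receptor genes with the most counts, of 1464, held between 57.7% and 67.6% of the receptor counts of a library. Without them the lowest share was 0.218% and the highest 4.352%. In quintile 5 of mouse a, transcript ENSMUST00000214180 of Olfr46, of 7750 bases, held 1.78% of the counts and ENSMUST00000216450 of Olfr1385, of 3155 bases, 1.05%, where the pooled rate was 4.71 counts per kilobase. Length does not account for genes such as these. The rise did not rest on the 20 genes, since without them the slope of the log2 share was 0.45 ± 0.24 (SD over 3 mice; exact permutation test, two-sided p of 0.00103). A candidate explanation is a background of reads, uneven over genes and partly following length, that takes a larger share of libraries from the higher quintiles. Its source was not tested.

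Shallow libraries could have a larger background share. Over the 15 libraries the share and the total count had a Spearman's rho of -0.157 (permutation p of 0.578) and, on log values, a Pearson's r of -0.347 (permutation p of 0.206), which was -0.088 without the 2 libraries whose totals lay farthest from the median. It was the 1 relation across libraries that was computed, so its p was not adjusted. Within mice a, b and c rho was -0.60, -1.0 and 0.10 over 5 libraries each. The mice thus differ from the pooled value and from one another, and the share cannot be told apart from an effect of depth.

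The genes called along the axis were tested against background by correction. With the share as a covariate, 32.1% of the rising and 17.9% of the falling genes stayed called. Subtraction of a background in proportion to length left 17.6% of the rising and 27.4% of the falling genes. The median-rate version, which removed nothing in 4 libraries, left 45.5% and 56.8%, so the answer for falling genes depends on which rate is used. Genes that a subtraction took below the filter on low counts are among those not called. They were 39 of the 165 rising and 6 of the 481 falling genes at the pooled rate, and 19 and 2 at the median rate. Of the genes still tested, 23% of the rising and 27.8% of the falling stayed called at the pooled rate, and 51.4% and 57.0% at the median rate, and all of them kept their direction. With the covariate 98.8% of the rising and 100% of the falling genes kept theirs. In the fit with the block, the pooled-rate subtraction left 30.9% of the 666 rising and 44.7% of the 1147 falling genes called, and the median rate 62.6% and 73.1%. There 132 rising and 9 falling genes were no longer tested at the pooled rate and 57 and 4 at the median rate, and those still tested kept their direction. With the covariate in the fit with the block, 0 of the 666 rising and 0 of the 1147 falling genes stayed called, against 420 rising and 490 falling genes at an unadjusted p under 0.05. The covariate inflated the variance of a slope 4.28 times there, so this result cannot separate background from position. Receptor genes were 12 of the 165 rising genes (odds ratio 2.04, Fisher's exact test, two-sided p of 0.0346), which restates their own rise and decides nothing about the other genes.

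After thinning, 74.5% of the rising and 89.0% of the falling genes stayed called, and in the fit with the block 77.6% and 82.5%. After the GC correction with the block 77.3% and 83.3% stayed, and after the length correction with the block 75.2% and 69.9%. Leaving out genes over 1% of any library kept 96.4% and 96.5%. Depth, GC content, length and a few abundant genes each left most of the genes called. Thinning also took genes below the filter: 42 rising and 17 falling genes without the block, and 123 and 38 with it. When abundant genes were left out, 6 rising and 7 falling genes were no longer tested. These include genes that were themselves left out as abundant, such as Ada and Igha. For rising and for falling genes the corrections for background gave different answers. With the block most calls held at the median rate, but not at the pooled rate. Without the block most calls of falling genes held at the median rate, where 45.5% of all rising genes and 51.4% of those still tested stayed called, and most calls of neither kind held at the pooled rate or with the covariate. The numbers of rising and falling genes therefore cannot be told apart from an effect of background. Of the 22 named genes, 14 stayed past the threshold with the covariate without the block, namely Clca4a, Ada, Slc28a2, Cldn4, Slc23a4, Gstm3, Nlrp6, Sis, Nt5e, Enpp3, Mt2, Igha, Il18 and Fos. All of these except Fos also stayed past it after both subtractions without and with the block, so background as measured here does not fully explain the 13. Fos passed each subtraction except that at the pooled rate without the block. All 22 lost their calls with the covariate and the block.

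The libraries were also regrouped at random, with 1 library of each mouse in each group. For varying, rising and falling genes, 1 of the 100 splits, the real one, gave as many genes at the adjusted threshold. The largest numbers in the others were 11 varying, 0 rising and 0 falling. Both interior contrasts gave 0 genes at the adjusted threshold, and at an unadjusted p under 0.05 23 of the 100 splits gave as many higher genes as the 261 seen, and 27 as many lower genes as the 372 seen. For 2 quintiles the 6 libraries allow 4 splits that part all 3 mice, too few to reach a share of 0.05. Of those 4, 1 gave as many genes higher in quintile 5 and 1 as many lower. At an unadjusted p under 0.05, 1 of 4 gave as many genes between quintiles 1 and 2, 3 of 4 between quintiles 2 and 3, 1 of 4 between quintiles 3 and 4 and 1 of 4 between quintiles 4 and 5. Over all 10 splits, of which the other 6 put libraries of the same mouse together, the numbers were 1 and 1 for the ends and 3, 9, 2 and 6 for the neighbours.

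Abundant genes tended to fall, with median slopes from -0.27 to -0.17 in lists of other tested genes matched to 7 panels on mean expression. Of 10000 such lists, 0% had a slope as large as the antimicrobial, purine metabolism and plasma cell panels, 0.18% as large as the immediate-early and Egfr signalling panel and 1.85% as large as the hydrolase panel. For amino acid transport 11.96% and for sugar transport 21.76% were as large, so a shift shared by genes of like abundance remains a candidate explanation for both. Background remains one for the stroma panel, since 73.56% of the lists of receptor genes matched on expression rose as much. The markers of plasma cells may reflect cells under the epithelium taken along with the fragments, a hypothesis from a marker list fixed before the data were examined. The 0% of matched lists shows only that the panel stands apart, and reads from such cells were not tested in another way.

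Some transcripts took a large share of the counts in 1 mouse. Transcript ENSMUST00000187885 of Dock10 held 32.8% of the counts in quintile 4 of mouse b (95% Wilson interval 32.8% to 32.9%), and on average 18.3% ± 9.46 (SD, n = 5 quintiles) in mouse b, 1.65% ± 0.296 in mouse a and 0.938% ± 0.433 in mouse c. In mouse b 10 transcripts with a mean share over 0.05% exceeded both other mice by more than 10 times, against 2 in mouse a and 0 in mouse c. Acnat1 had 0.322% in mouse b and 0.0029% in mouse c, the higher of the other mice. Transcript ENSMUST00000162293 of Grip2 was instead abundant in all mice. It held from 0.41% to 9.27% of the counts, with means of 5.26%, 2.50% and 4.52% in mice a, b and c. In each mouse its share was higher in quintile 5 than in quintile 1. No explanation of these shares was tested.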
